# Modulation of alternative splicing induced by paclitaxel in human lung cancer

**DOI:** 10.1038/s41419-018-0539-4

**Published:** 2018-04-30

**Authors:** Ziran Zhu, Dan Chen, Wenjing Zhang, Jinyao Zhao, Lili Zhi, Fang Huang, Haoyu Ji, Jinrui Zhang, Han Liu, Lijuan Zou, Yang Wang

## Abstract

Paclitaxel is utilized as the first-line chemotherapeutic regimen for the majority of advanced non-small-cell lung carcinoma. However, whether paclitaxel could suppress cancer progression through modulating RNA alternative splicing remains largely unknown. Here, we demonstrated the effects of paclitaxel on cell proliferation inhibition, cell cycle arrest, and apoptosis. Mechanistically, paclitaxel leads to transcriptional alteration of networks involved in DNA replication and repair, chromosome segregation, chromatin silencing at rDNA, and mitosis at the transcriptional level. Moreover, paclitaxel regulates a number of cancer-associated RNA alternative splicing events, including genes involved in cellular response to DNA damage stimulus, preassembly of GPI anchor in ER membrane, transcription, and DNA repair. In particular, paclitaxel modulates the splicing of ECT2, a key factor involved in the regulation of cytokinesis. Briefly, paclitaxel favors the production of ECT2-S, the short splicing isoforms of ECT2, thereby inhibiting cancer cell proliferation. Our study provides mechanistic insights of paclitaxel on RNA alternative splicing regulation, thus to offer a potential novel route for paclitaxel to inhibit cancer progression.

## Introduction

Lung cancer is one of the most common malignant cancers world-wide. In 2017, 222,500 new cancer cases and 155,870 deaths were estimated in lung and bronchus according to the American Cancer Society, in which, non-small-cell lung carcinoma (NSCLC) accounts for 83% of lung cancer^1^. Most patients with stage III and IV NSCLC receive chemotherapy with or without radiation. Paclitaxel, a microtubule inhibitor, is commonly used in advanced NSCLC treatment either in combination with platinum-based agents or as monotherapy^2^. It is well established that Paclitaxel functions by directly binding to polymerized β-tubulin, thereby resulting in perturbation of microtubules dynamics^3^. Paclitaxel inhibits the dynamic instability of the mitotic spindle, leading to impaired chromosome alignment^4^. Consequently, cells are arrested by the spindle checkpoint at the G2/M phase and eventually go through apoptosis^5^. Multiple cellular pathways participate in paclitaxel-induced cytotoxicity, including RAS, MYC-controlled pathway, and inhibition of spleen tyrosine kinase^6–8^. However, further molecular mechanisms about paclitaxel might need to be discovered due to the clinical complexity.

Almost 95% of genes are alternatively spliced in humans. Importantly, alternative splicing (AS) of pre-messenger RNA (mRNA) leads to the production of multiple mature mRNAs and protein isoforms with distinct structural and functional properties^9^. Dysregulation of AS also leads to aberrant protein isoforms, which may contribute to tumor initiation, progression, and therapeutic treatments difficulties^10, 11^. Previously, in NSCLC, some pre-mRNA splicing regulators have been demonstrated to be abnormally expressed, including SRSF1, SRSF2, SRPK1, and SRPK2^12^. In addition, Shultz et al.^13^ employed RNA oligonucleotides to modulate caspase 9 pre-mRNA splicing in favor of caspase 9b production, resulting in an increase in the IC50 of non-small-cell lung cancer cells to paclitaxel. Moreover, in paclitaxel resistant triple-negative breast cancer cells, aberrant RNA splicing was defined, and the interaction of TRA2A with the splicing factor hnRNP M can co-regulate AS^14^. Taken together, these data suggest that as a chemotherapeutic agent, paclitaxel may suppress cancer cell proliferation by modulating the AS of cancer-related genes. However, the mechanistic details underlying such splicing regulation upon paclitaxel treatment are still largely unknown.

Here, we report that paclitaxel can function as a chemotherapeutic drug by modulating cancer-related splicing events in lung cancer cells. To systematically identify the splicing events regulated by paclitaxel, we performed RNA-Seq on paclitaxel treated or control lung cancer cells. Interestingly, in addition to gene expression changes, we discovered that extensive AS occurred upon paclitaxel treatment. Briefly, we identified 994 significantly differentially expressed genes, and 855 AS events after paclitaxel treatment in A549 cells. Our results suggested that paclitaxel predominantly induced skipped exons compared to other splicing types. We identified distinct AS events of FMNL3, ZMIZ2, ECT2, PLD2, and DDIT3, which may be involved in cancer cell proliferation, epithelia-mesenchymal transition and actin cytoskeleton organization. Most importantly, lung cancer cells expressing ECT2-S appeared to be more sensitive to paclitaxel. Taken together, our results not only identified mRNAs regulated by paclitaxel in NSCLC, but also suggest that AS switch might provide an alternative new route for paclitaxel to suppress cancer progression.

## Results

### Paclitaxel inhibits cell proliferation and induces cell cycle arrest and apoptosis

We sought to investigate the effect of paclitaxel on lung cancer cells. To this end, cell viability was determined by MTT assay after 48 h treatment with different concentrations of paclitaxel and the IC50 of A549 and H1299 cells were 7.22 nM and 40.78 nM, respectively (Supplementary Fig. 1a). Importantly, paclitaxel exhibits potent cell cytotoxicity in a dose-dependent manner, as demonstrated in two lung cancer cell lines, including A549 and H1299. Briefly, A549 cells were incubated with paclitaxel for 24 h at different concentrations (5, 10, 20 nM), whereas H1299 cells were treated with paclitaxel at 20, 50, 70 nM for 24 h. Subsequently, cells were collected to analyze the cell proliferation and growth as judged by real-time cell analyzer (RTCA) and colony formation assay (Fig. 1a, b). The treatment with 5 nM of paclitaxel showed an obvious inhibition of cell growth and higher concentrations (10 and 20 nM) showed much stronger inhibition. Similar phenotypes were also obtained from H1299 cells (Fig. 1a, b). In addition, cell migration was suppressed after paclitaxel treatment (Supplementary Fig. 1b). Moreover, when treated with distinct concentrations of paclitaxel, A549 and H1299 cells demonstrated a dose-dependent cell cycle arrest at G2/M phase, as well as a decreased G1 phase, as judged by FACS (Fig. 1c). We also measured the apoptosis, and found that about 10% apoptotic population was achieved at the maximum concentration of paclitaxel treatment in A549 and H1299 cells, respectively (Fig. 1d). Taken together, we demonstrated that paclitaxel potently induced cell growth inhibition, G2/M cell cycle arrest, and apoptosis in lung cancer cells.

**Fig. 1:**
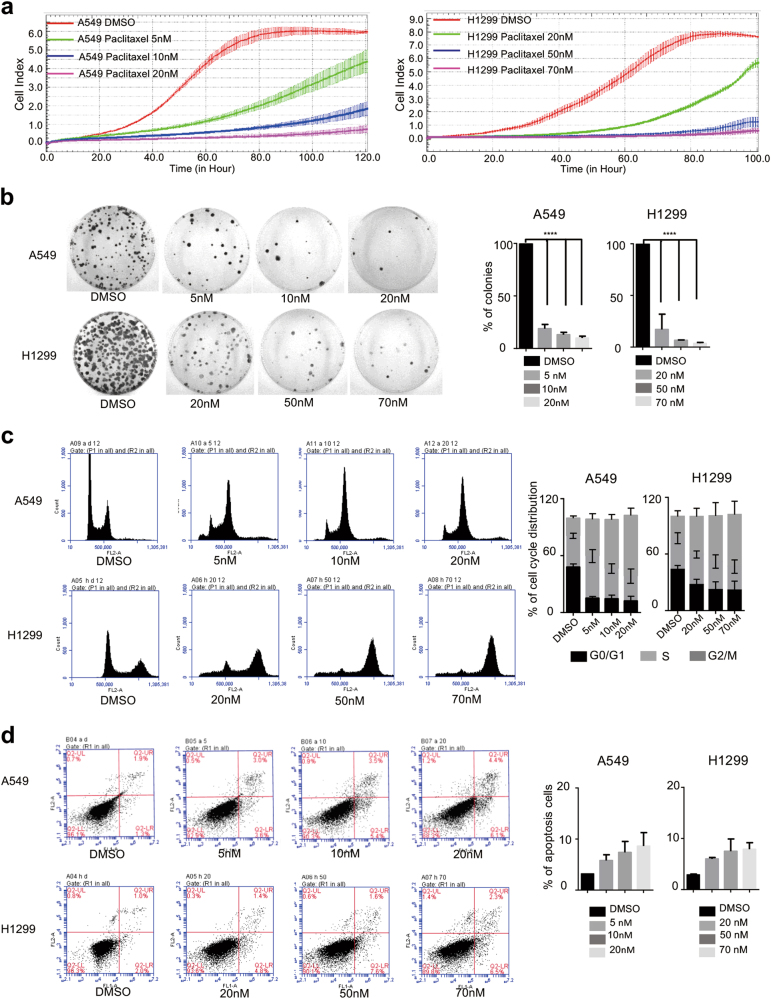
Paclitaxel inhibits cell proliferation and induces cell cycle arrest and apoptosis. **a** Growth curve assays were conducted to evaluate the effects of paclitaxel on the proliferation of the non-small-cell lung carcinoma cell lines A549 and H1299. **b** Colony formation assays were performed in A549 and H1299 cells treated for 24 h with different concentrations of paclitaxel. Representative pictures of the whole plates are shown. Three experiments were carried out with corresponding data normalized to control and expressed as mean +/- SD (***indicated *p* < 0.001). **c** Flow cytometry approach was utilized to analyze the cell cycle and apoptosis **d** of cells treated with different dosages of paclitaxel (5, 10, 20 nM for A549 cells) and (20, 50, 70 nM for H1299 cells) for 12 h respectively. *indicated *p* < 0.05

### Systematic identification of gene expression changes induced by paclitaxel

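A549 is a human lung adenocarcinoma cell line with a functional p53 pathway, and paclitaxel is a drug that binds polymerized β-tubulin and disturbs the mitotic spindle. Cells received DMSO or 7.22 nM paclitaxel for 72 h, and RNA from 1 library per condition was sequenced as paired-end reads of 150 bases. The methods of the paper name both the purification of polyadenylated RNA and the removal of ribosomal RNA. The authors mapped the reads to the human genome build hg38 and estimated the expression of each transcript with Cufflinks in FPKM, fragments scaled by the length of the transcript and by the number of mapped fragments. The authors' deposited table gives, for each transcript with an adjusted p (q-value) under 0.05, its FPKM in the DMSO library, its FPKM in the paclitaxel library, the log2 ratio of both, a p-value and a q-value. It holds 993 transcripts, and transcripts outside it were not analysed here. The log2 ratio of paclitaxel over DMSO was recomputed from the FPKM columns. Where a gene had more than 1 called transcript, its value below is that of the called transcript with the highest FPKM in either library. A value given for a gene is thus that of 1 transcript. Its uncalled transcripts have no value here, so the change of the whole gene is not known. With 1 library per condition there is no replicate check, so each p-value of the authors compares 2 libraries and not the conditions. The read depth of either library is unknown from these values.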

To further investigate the molecular mechanisms of paclitaxel-induced cell growth inhibition, we performed high-throughput mRNA sequencing (mRNA-seq) with A549 cells treated by paclitaxel at 7.22 nM for 72 h. Strikingly, we identified 994 genes with significant expression change (twofold with adjusted *p* < 0.05). 

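After 72 h with paclitaxel, called transcripts of p53 targets and of inflammatory signalling rose, and transcripts of histones and of the dividing cell fell. By the authors' deposited table, 392 genes were higher and 409 genes were lower with paclitaxel, and another 11 genes had called transcripts in both directions. With at least 1 FPKM in both libraries, 124 genes were higher and 276 lower, or 400 in all, and at a q-value under 0.01 in the authors' deposited table 192 were higher and 280 lower of 473. These 812 genes account for the 993 called transcripts, of which 458 were higher and 535 were lower.
Of the 12 genes of Fig. 2c, 11 were called, 7 higher and 4 lower. CDKN1A, the cyclin-dependent kinase inhibitor p21, rose from 77.8 to 387 FPKM, which is a log2 ratio of 2.32, with a q-value of 2.3e-04 in the authors' deposited table. GADD45A, a p53 target involved in growth arrest, rose from 21.4 to 99.3 FPKM. The stress-induced transcription factor ATF3 rose from 1.34 to 27.4 FPKM and the cytokine IL1B from 0.0576 to 2.74 FPKM. The called transcript of the autophagy receptor SQSTM1 rose from 1.94 to 19.2 FPKM. SAT1, the enzyme that acetylates polyamines, rose from 117 to 371 FPKM, and SOD2, the mitochondrial superoxide dismutase, from 27.3 to 105 FPKM. The mitotic kinase PLK1 fell from 86.0 to 5.45 FPKM, a log2 ratio of -3.98 with a q-value of 9.3e-11 in the authors' deposited table. AURKA, the kinase of spindle poles, fell from 39.6 to 5.29 FPKM, FOXM1, a transcription factor of G2/M genes, from 32.1 to 3.64 FPKM, and CDCA8, a subunit of the chromosomal passenger complex, from 16.7 to 0.843 FPKM. The study picked these genes from the same libraries, so their direction is not independent evidence.
The 15 largest increases, ranked by log2(FPKM + 1), included MDM2, the ubiquitin ligase that restrains p53, with 1 transcript (ENST00000356290) at 0.440 FPKM with DMSO and 82.5 FPKM with paclitaxel, and the chemokines CXCL8 (5.89 and 139 FPKM) and CXCL1 (5.37 and 71.6 FPKM). The complement component C3 rose from 4.34 to 42.3 FPKM and the called transcript of the lysosomal protease CTSB from 1.89 to 40.6 FPKM. The globin transcripts HBA2, HBA1 and HBB, which belong to red blood cells, stood first in this ranking at 188, 161 and 108 FPKM with paclitaxel, against 0.0566 and 0.0615 FPKM for HBA2 and HBA1 with DMSO, where HBB was listed at 0. HBA1 and HBA2 have nearly the same sequence, so the division of reads between them is uncertain. Of the 15 largest decreases, 14 were histone transcripts and the other was EEF1D, a subunit of an elongation factor, whose transcript ENST00000531218 went from 35.4 FPKM to a listed 0.

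**Figure D1:**
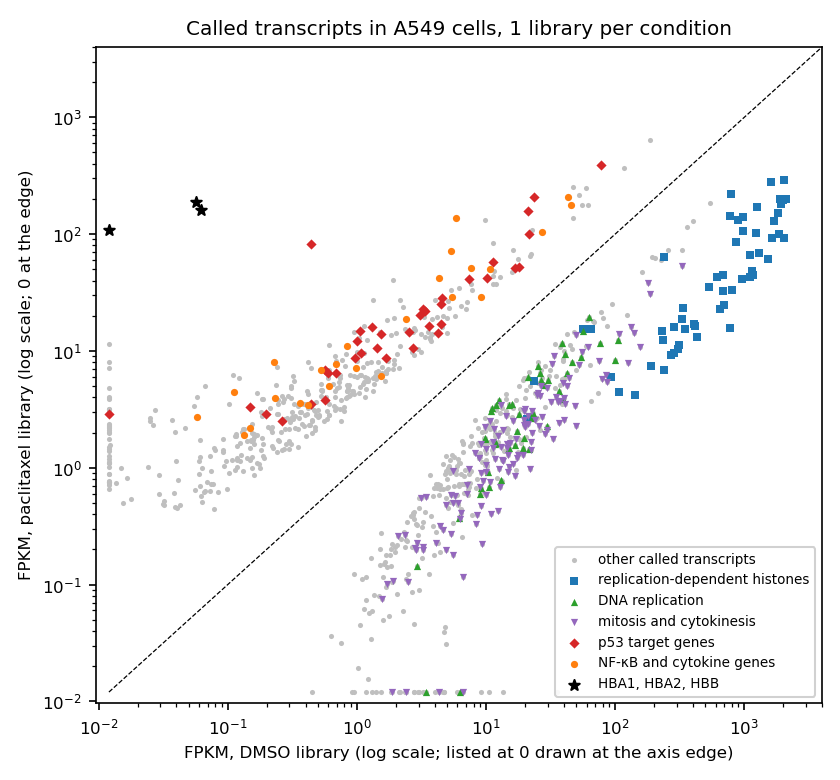
FPKM of each of the 993 called transcripts in the DMSO library (x axis) and in the paclitaxel library (y axis), both on log scales, with values listed at 0 drawn at the axis edge and the dashed line marking equal values. Coloured points are members of the named gene groups: histone, DNA replication and mitosis transcripts lie below the line, and p53 target, NF-κB and globin transcripts above it.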

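Genes of DNA replication, mitosis and histone synthesis were lower with paclitaxel, and p53 target genes were higher. The gene lists were fixed from textbook knowledge before the data were examined, and a gene counts as called where the authors' deposited table holds it. Of 50 genes of DNA replication, 35 were called and all 35 fell, with a median log2 ratio of -2.62. MCM7 and MCM2, subunits of the replicative helicase, fell from 105 to 12.5 and from 36.5 to 4.53 FPKM, and MCM10, which helps to start replication, from 13.1 to 0.792 FPKM. TK1, which makes thymidine nucleotides, fell from 101 to 8.31 FPKM. In 10000 random lists of 35 called genes matched on mean expression, 10.7 higher genes were drawn on average, against 0 here.
Of 85 genes of mitosis and cytokinesis, 78 were called and all 78 fell, with a median log2 ratio of -3.32, where random lists held 25.0 higher genes on average. CCNB1 and CDK1, the cyclin and kinase that drive entry into mitosis, fell from 133 to 16.0 and from 74.5 to 8.17 FPKM. CDC20, the activator of the anaphase-promoting complex, fell from 125 to 7.92 FPKM, and CDC25C, the phosphatase that activates CDK1, from 6.59 to 0.115 FPKM. Replication-dependent histone genes, which are transcribed in S phase, were called in 55 cases, and all 55 fell, with a median log2 ratio of -4.15. The linker histone HIST1H1B fell from 271 to 9.21 FPKM and HIST1H3J from 780 to 15.6 FPKM. Many histone genes have nearly the same coding sequence, so the share of reads given to each copy is uncertain.
Of 44 p53 target genes, 23 were called and all 23 rose, with a median log2 ratio of 2.52, against 8.15 higher genes on average in random lists of the same size. GDF15, a secreted stress cytokine, rose from 21.0 to 158 FPKM, TP53INP1 from 1.05 to 14.9 FPKM, and PMAIP1, which encodes the pro-apoptotic protein NOXA, from 0.688 to 6.46 FPKM. Of 60 genes of the DNA damage checkpoint and response, 14 were called, 6 of them higher and 8 lower, and 9 at a q-value under 0.01 in the authors' deposited table. The higher ones included PPP1R15A, which rose from 22.4 to 67.0 FPKM. The lower ones included the checkpoint kinase CHEK1, from 6.03 to 0.479 FPKM, and CDC25A, from 8.81 to 1.59 FPKM. Of 87 DNA repair genes, 25 were called, with 22 lower, 2 higher and RAD54B called in both directions. BRCA2 fell from 1.68 to 0.179 FPKM, the uracil glycosylase UNG from 65.6 to 3.73 FPKM, and RAD51AP1 from 8.51 to 0.808 FPKM, whereas the called transcript of PRKDC rose from 0.497 to 3.11 FPKM. With at least 1 FPKM required in both libraries, 14 of the DNA repair genes were called.
Some of these genes are also labelled in Fig. 2b or Fig. 2c, where the study chose them from the same libraries. Without them, 26 replication genes, 42 mitosis genes and 36 histone genes were called and all fell, and 18 p53 target genes were called and all rose.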

Subsequent gene ontology analysis showed that DNA replication, mitotic nuclear division, DNA damage, chromosome segregation, and G2/M transition of mitotic cell cycle were the most enriched pathways (Fig. 2a). In addition, most of paclitaxel-induced genes were functionally associated with networks that contains genes involved in cell cycle regulation, DNA damage response and DNA replication, as judged by the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) (Fig. 2b). 

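The genes drawn in the cell cycle group of Fig. 2b fell together, those of its DNA damage response group were divided, and those of its DNA replication group were almost all histones that fell. All 42 genes labelled in the cell cycle group were called in the authors' deposited table, 41 of them lower and 1, CDKN1A, higher. UBE2C, an enzyme that marks mitotic proteins for degradation, fell from 156 to 10.7 FPKM, TOP2A, the topoisomerase of dividing cells, from 139 to 14.1 FPKM, BIRC5, which encodes survivin, from 79.6 to 5.80 FPKM, and MYBL2, a transcription factor of mitotic genes, from 50.0 to 2.29 FPKM. Of the 17 genes labelled in the DNA damage response group, 16 were called, 8 higher and 8 lower. The 8 lower genes were the mitotic genes AURKA, AURKB, KIF18B, KIFC1, HMMR, TACC3 and GTSE1 and the lamin gene LMNB1, which went from 49.6 to 6.91 FPKM. AURKB, the kinase of the chromosomal passenger complex, fell from 36.9 to 2.44 FPKM. The higher genes included MDM2, whose most abundant transcript rose from 23.5 to 209 FPKM, and PTGS2, the inducible cyclooxygenase, which rose from 0.838 to 11.1 FPKM. Of the 20 genes labelled in the DNA replication group, 19 were histone genes that fell. HIST1H4C fell from 2015 to 289.9 FPKM and HIST1H2BI from 305 to 10.3 FPKM. BCL9, a coactivator of β-catenin, was the 1 gene of that group that rose, from 0.0251 to 2.68 FPKM. The study placed these genes in Fig. 2b because they were called in the same libraries, so the counts are not independent evidence of a direction. From its STRING analysis, the paper states that most of the affected genes belong to networks of cell cycle regulation, the DNA damage response and DNA replication.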

We further randomly validated several targets induced by paclitaxel with real-time reverse transcription (RT)-PCR (Fig. 2c). Among these genes, GADD45A, AURKA are involved in DNA damage and regulation of apoptotic process. CDKN1A, AURKA, FOXM1, and PLK1 are involved in the regulation of cell cycle. 

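Few genes of RNA splicing were called. Of 144 splicing factor genes, 6 were called in the authors' deposited table, 3 higher and 3 lower. At a q-value under 0.01 in the authors' deposited table 1 was called, and with at least 1 FPKM in both libraries also 1. PTBP3, a relative of the polypyrimidine tract-binding protein, rose from 0.584 to 3.70 FPKM, a log2 ratio of 2.67. QKI, an RNA-binding protein of the STAR family, rose from 0.606 to 2.84 FPKM, and MBNL2, a muscleblind-like regulator of exon inclusion, from 0.582 to 3.07 FPKM. HNRNPAB, an RNA-binding protein of the hnRNP family, fell from 48.0 to 14.5 FPKM, a log2 ratio of -1.73. ACIN1, a component of the exon junction complex, fell from 1.67 to 0.0950 FPKM, and the called transcript of HNRNPDL went from 3.24 FPKM to a listed 0. Except for HNRNPAB, these are transcripts of low FPKM in both libraries. In random lists of 6 called genes matched on mean expression, 3.84 were higher on average. HNRNPUL1 was not among the called transcripts analysed here. Transcripts that were not called have no value here, so whether HNRNPUL1 changed cannot be told.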

Interestingly, some of the splicing factors were also affected by paclitaxel, such as hnRNPUL1 for example, indicating that paclitaxel might also inhibit cancer cell growth through modulating RNA AS.

**Fig. 2:**
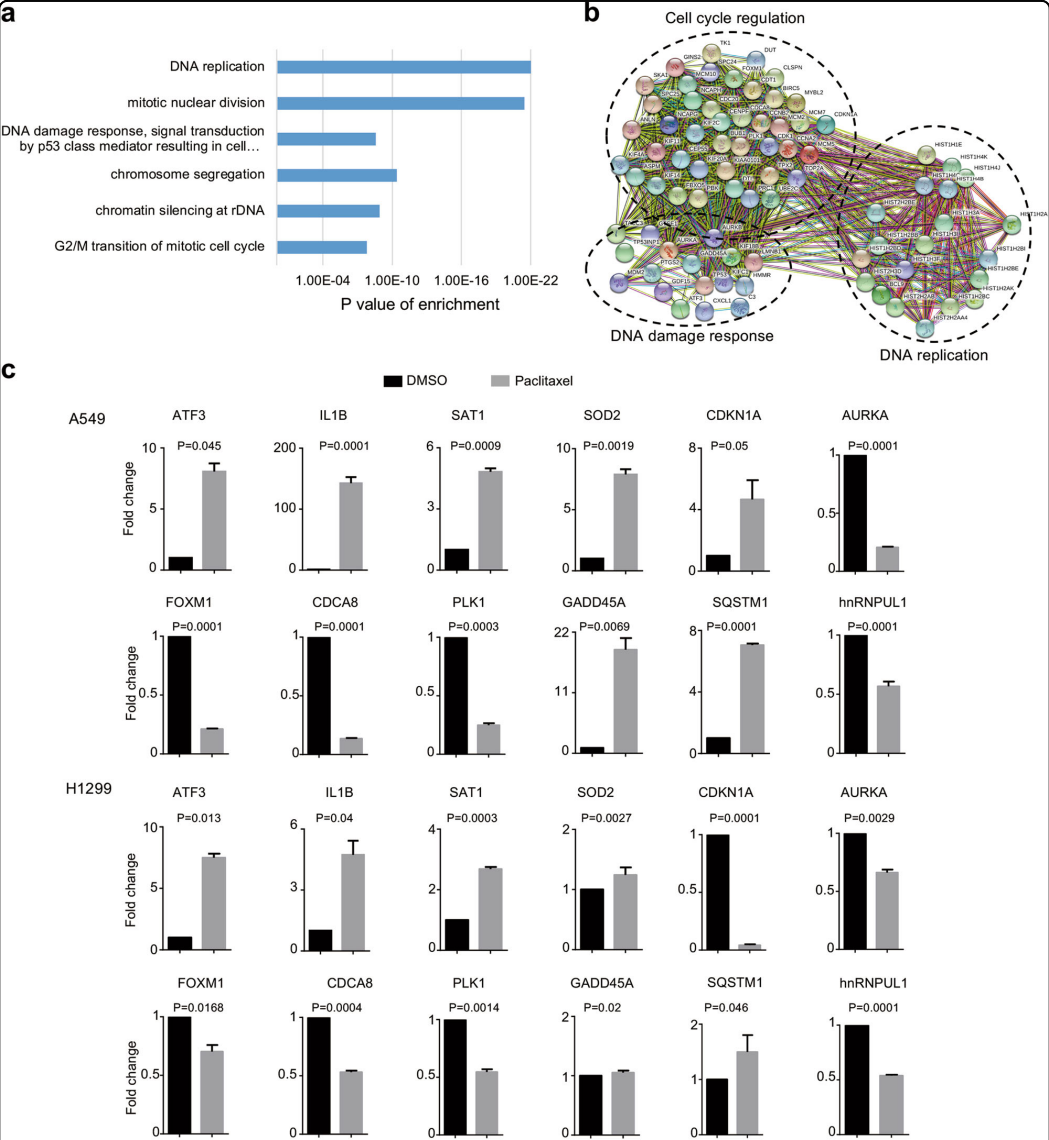
Systematic identification of gene expression changes induced by paclitaxel. **a** Gene ontology analyses of paclitaxel induced gene expression events. Fisher exact *p*-values were plotted for each category. **b** The functional association networks of paclitaxel-induced genes were analyzed using the STRING database, with subgroups marked by their functions. **c** Validation of gene expression changes by real-time RT-PCR. The mean and SD of relative fold changes from triplicate experiments were plotted, with *p*-values calculated by paired Student’s test

### Global regulation of AS induced by paclitaxel in cancer-related genes

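Alternative splicing was examined in the same 2 libraries through the authors' deposited table of skipped exons, which lists 35827 events in 9939 genes, or 31197 distinct exons. A skipped exon event is an internal exon with its upstream and downstream neighbours, and its inclusion level is the fraction of transcripts that keep the exon. For each event the authors' deposited table gives the difference of the inclusion levels of its sample 1 and its sample 2, a p-value from a test of the reads of both libraries, and a false discovery rate (FDR). Which library is sample 1 is not given in the sources used here. The differences are therefore reported by size and by whether their sign is that of exon 4 of ECT2, numbered as in its MANE Select transcript, whose difference is -0.096 in the authors' deposited table. The layout of the table is that of MATS, and the paper's methods name MISO for splicing isoforms. The values of each library in this table were not used here, since their columns name no condition, so the number of reads behind each difference was not examined, and a large difference may rest on few reads. An event was counted where its difference was above 0.15 in size, the threshold the paper states. The events of alternative 5′ and 3′ splice sites, retained introns and mutually exclusive exons were not analysed here.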

To explore the effects of paclitaxel on alteration of AS, we systematically analyzed the mRNA-seq data to identify differentially changed AS events. 

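Skipped exon differences were spread over many genes, and few of them stood out in the authors' test. Of the 35827 events, 6221 in 3866 genes had a difference above 0.15 in size, 550 of these also had a p-value under 0.05 in the authors' deposited table, and 6 also had an FDR under 0.05. The 6 events lie in RPS25, CNN2, FDPS and ECT2. In RPS25, a protein of the small ribosomal subunit, the difference of an exon of 129 nucleotides was -0.286 in the authors' deposited table, with an FDR of 2.8e-05. It lies on chromosome 11 of hg38 from 119017925 to 119018053 and is annotated in GENCODE 44 as exon 2 of a transcript subject to nonsense-mediated decay. For CNN2, an actin-binding calponin, 2 overlapping exons that share their end had differences of -0.272 and -0.183 in the authors' deposited table. FDPS, an enzyme of isoprenoid and cholesterol synthesis, had differences of the opposite sign, 0.543 and 0.495 in the authors' deposited table, for 2 overlapping, partly coding exons on chromosome 1. The ECT2 event is an exon of 323 nucleotides in the 5′ untranslated region, with a difference of -0.484 and an FDR of 0.0219 in the authors' deposited table.
Across all 35827 events, 622 had a p-value under 0.05 in the authors' deposited table, where evenly spread p-values would give 1791, and 22937 had a p-value of 1.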

As expected, we obtained 855 paclitaxel-regulated AS events with an obvious change of percent-spliced-in (PSI) values (the change of PSI > 0.15), including 552 skipped exons (SE), 50 alternative 5′ ss exon (A5E), 73 alternative 3′ ss (A3E), 67 retained intron (RI), and 113 mutually exclusive exons (MXE) (Fig. 3a). 

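More skipped exons differed in the direction of exon 4 of ECT2 than in the other direction. Among the 6221 events above 0.15 in size, 3661 had the sign of ECT2 exon 4 and 2560 the opposite sign, a share of 58.8% (95% Wilson interval 57.6% to 60.1%, which covers the counting of events only). Among all events with a nonzero difference, the share was 60.9%. ECT2 exon 4 serves only as a fixed reference, since its own difference of -0.096 has a p-value of 0.457 and an FDR of 1 in the authors' deposited table. The events with the sign of ECT2 exon 4 included exons of NPM1, a nucleolar histone chaperone, of HUWE1, a ubiquitin ligase, and of FMNL3, a formin. PAK1, a kinase of the cytoskeleton, and FDPS held events of the opposite sign, and CREM, a cAMP-responsive transcription factor, events of both signs. With the p-value of the authors' deposited table under 0.05, the share was 58.7%, or 323 of 550 events. With the FDR of the authors' deposited table under 0.05, 4 of 6 events, or 66.7%, had that sign. The 95% Wilson interval of this share, 30.0% to 90.3%, includes an even split, so these 6 events show no majority. Events of 1 gene are not independent, so 1 event per gene was also taken, with 2285 of 3866 genes, or 59.1%, on the side of ECT2 exon 4.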

Subsequent analysis indicated that the majority of AS events were negatively regulated in cells treated with paclitaxel (Fig. 3b).

**Fig. 3:**
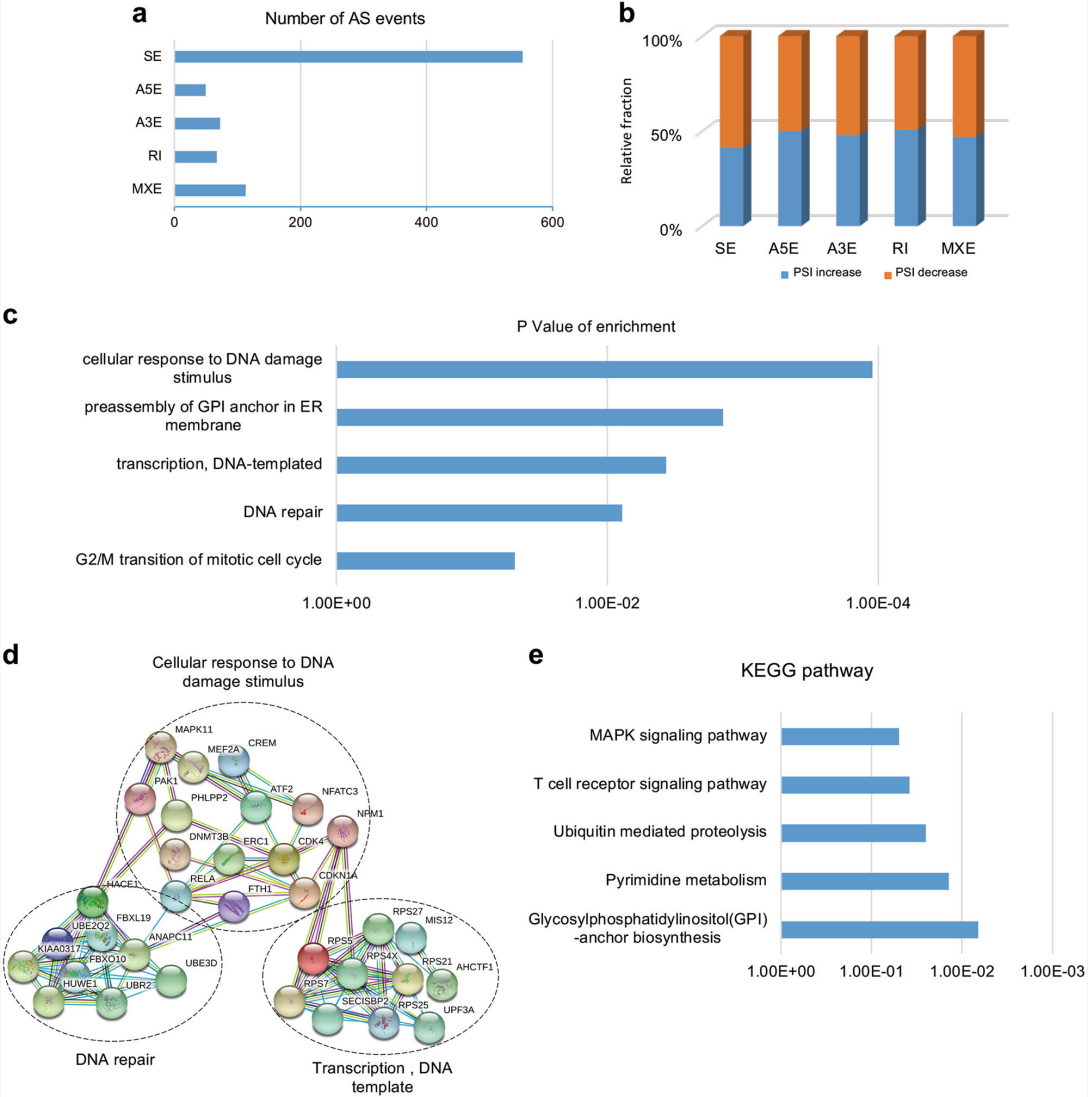
Global splicing regulation induced by paclitaxel . **a** Quantification of different AS events induced by paclitaxel. **b** The relative fraction of each category of AS event affected positively or negatively by paclitaxel. **c** Gene ontology analysis of paclitaxel-induced AS targets. Fisher exact *p*-values were plotted for each category. **d** Functional association networks of paclitaxel-induced AS targets were analyzed using the STRING database, and subgroups are marked according to their functions. **e** Pathways were analyzed by KEGG pathway database for paclitaxel-induced AS targets

Using gene ontology (GO) analysis, the paclitaxel-induced splicing events were enriched in groups related to cell response to DNA damage stimulus, preassembly of GPI anchor in ER membrane, DNA-templated transcription, DNA repair and G2/M transition of mitotic cell cycle (Fig. 3c). These targets are consistent with the diversity of global gene expression induced by paclitaxel. In addition, we conducted STRING analysis and found that many of the paclitaxel-induced splicing targets were functionally connected into well-linked interaction networks, including genes involved in DNA damage, DNA repair, and DNA template-dependent transcription (Fig. 3d). 

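Skipped exon differences were found in genes of the DNA damage response, DNA repair, GPI-anchor synthesis and mitosis. How their numbers compared with matched random genes depended on the p-value filter. The random lists were matched on the number of events per gene and not on expression or read support. Of 52 genes of the DNA damage checkpoint and response with an event in the authors' deposited table, 28 had a difference above 0.15 in size, against 22.7 on average in 10000 matched random lists, and 91.8% of the random lists had fewer. With a p-value under 0.05 in the authors' deposited table as well, 8 genes were left against 3.57 on average, and 98.0% of the random lists had fewer. These were FAM175A, NPM1, HUWE1, MAPK11, RNF8, ATF2, CDKN1A and ATM. Of the 8, 5 are labelled in Fig. 3d (NPM1, HUWE1, MAPK11, ATF2 and CDKN1A), where the study chose them from these libraries. Without the 6 genes of the list that are labelled in Fig. 3d or Fig. 4, 22 of 46 genes had a difference above 0.15 in size. With a p-value under 0.05 in the authors' deposited table as well, 3 of these were left. So the counts of 28 and 8 are not independent of the study's choice, and neither shows an excess by itself. For FAM175A, which encodes the Abraxas subunit of a BRCA1 complex, the authors' deposited table gives a difference of -0.711 with a p-value of 0.00379. For RNF8, a ubiquitin ligase recruited to DNA breaks, the authors' deposited table gives -0.483, and for an exon of CDKN1A, of the opposite sign, 0.558.
Of 78 DNA repair genes with an event, 34 had a difference above 0.15 in size, against 32.4 on average. The 2 with a p-value under 0.05 in the authors' deposited table, against 4.60 on average and with 4.80% of the random lists lower, were the DNA glycosylase NEIL2 (difference 0.384) and the mismatch repair gene PMS1 (0.717). Of 22 genes of GPI-anchor biosynthesis, 10 had a difference above 0.15 in size, against 9.99 on average. The 2 with a p-value under 0.05 in the authors' deposited table, against 1.52 on average, were PIGN (-0.819) and PIGQ (0.216), enzymes that build the anchor in the endoplasmic reticulum. Of 70 genes of mitosis and cytokinesis, 22 had a difference above 0.15 in size, against 27.2 on average, and 7.28% of the random lists had fewer. ECT2, FOXM1, KIF23 and SKA3 were the 4 with a p-value under 0.05 in the authors' deposited table, against 3.44 on average, with a difference of -0.949 for an exon of FOXM1 of 45 nucleotides. ECT2 is labelled in Fig. 4, whose targets the study drew from these libraries. When the p-values were adjusted over the list alone, 1 event passed for mitosis and cytokinesis and 0 for each of the other 3 lists. From its enriched groups, the paper proposes that the processes affected by paclitaxel are related to DNA damage, DNA repair and the cell cycle.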

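The genes with a skipped exon event were differentially expressed about as often as matched random genes. Of 3866 genes with a difference above 0.15 in size, 221 were also differentially expressed, which is 5.72% (95% Wilson interval 5.03% to 6.49%). Random sets of the same size matched on the number of events per gene gave 5.78%. Of 481 genes with a p-value under 0.05 in the authors' deposited table as well, 34 were differentially expressed, which is 7.07%, and 74.9% of the random sets had fewer. Among these 34 genes, the mitotic genes FOXM1, KIF23 and SKA3, the DNA methyltransferase DNMT3B and TONSL, which acts at stalled replication forks, had lower called transcripts with paclitaxel. CDKN1A, SPATA18, a p53 target of mitochondrial quality control, and ABCA1, a cholesterol exporter, had higher ones. ZMIZ2 had called transcripts in both directions. The 4 genes with an event at an FDR under 0.05 in the authors' deposited table, RPS25, CNN2, FDPS and ECT2, were not among the differentially expressed genes.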

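Most genes labelled in Fig. 3d had a skipped exon that differed in the direction of ECT2 exon 4. Of the 33 labelled genes, 31 had an event in the authors' deposited table, and for 26 of these the event with the smallest p-value was above 0.15 in size with a p-value under 0.05. Of the 26, 20 had the sign of ECT2 exon 4 and 6 the opposite sign, namely CDKN1A, CREM, PHLPP2, PAK1, ERC1 and SECISBP2. The study selected these genes on the same libraries, so this count is not independent evidence. Among transcription and chromatin genes, the differences in the authors' deposited table were -0.364 for NPM1, -0.295 for ATF2, a stress-responsive transcription factor, -0.267 for MEF2A, -0.282 for DNMT3B and, with the opposite sign, 0.499 for CREM. For ubiquitin ligase and conjugation genes of the network, they were -0.653 for UBE2Q2, -0.447 for HACE1, -0.305 for UBR2 and -0.244 for HUWE1. For FTH1, the ferritin heavy chain, the exon from 61965369 to 61965577 on chromosome 11 had a difference of -0.258 with a p-value of 1.1e-04 in the authors' deposited table. The cell cycle kinase gene CDK4 had a difference of -0.220 with a p-value of 0.0597 in the authors' deposited table. The ribosomal protein genes RPS7 and RPS4X had differences of 0 in the authors' deposited table, whereas RPS25 was the 1 gene of the network with an FDR under 0.05.

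**Figure D2:**
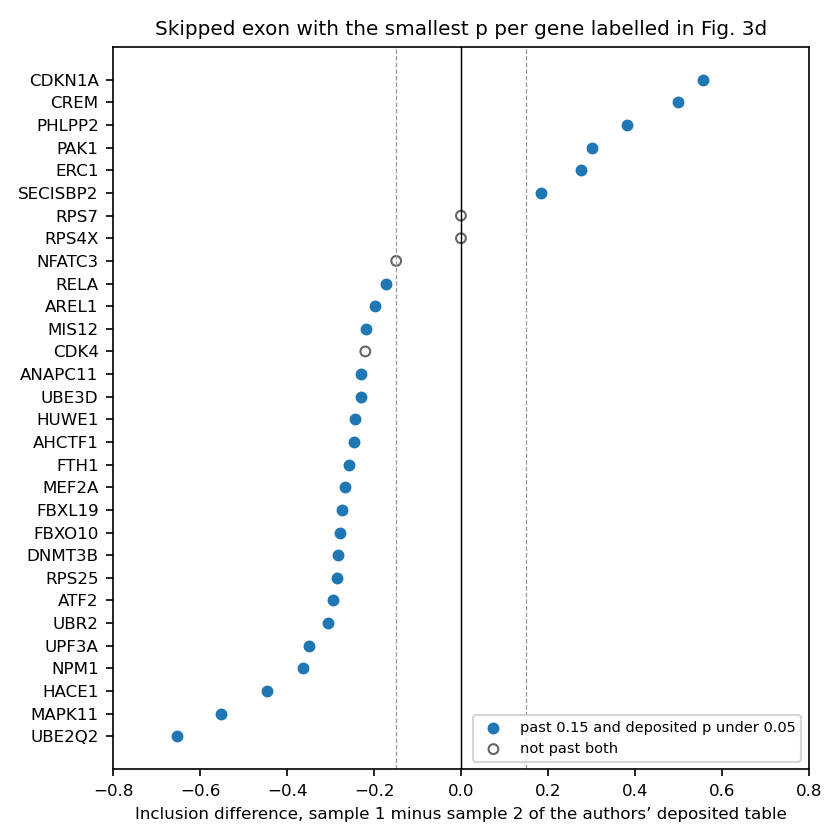
Inclusion difference of the authors' deposited table (x axis, sample 1 minus sample 2, as a fraction) for the event with the smallest p-value in genes labelled in Fig. 3d. Dashed lines mark 0.15 in size, filled points the 26 events past it with a p-value under 0.05, and negative values the sign of ECT2 exon 4.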

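Genes of MAPK signalling held skipped exon differences in both directions. Of 80 MAPK signalling genes with an event, 24 had a difference above 0.15 in size, against 32.7 on average in matched random lists. Of these lists, 1.46% had fewer. They were not matched on expression or read support, so a count under their mean is not evidence of fewer events in the pathway. With a p-value under 0.05 in the authors' deposited table as well, 8 genes were left, against 4.46 on average, and 92.8% of the random lists had fewer. MAP2K7, the kinase that activates JNK, had a difference of -0.321 for an exon of 48 nucleotides, with a p-value of 2.9e-04 and an FDR of 0.472 in the authors' deposited table. DUSP16, a phosphatase that acts on JNK, had a difference of -0.534, and MAPK11, a p38 kinase, of -0.553 in the authors' deposited table. MAP3K7, which encodes the kinase TAK1, had a difference of 0.212, and PAK1 of 0.302, both of the opposite sign, in the authors' deposited table. RELA, the p65 subunit of NF-κB, had a difference of -0.172 in the authors' deposited table. RASGRP1, an activator of RAS in lymphocytes, had a difference of 1, the largest size possible, with a p-value of 0.0333 in the authors' deposited table. Of the 8 genes, MAPK11, ATF2, PAK1 and RELA are labelled in Fig. 3d, which was drawn from these libraries. So the count of 8 is not independent of the study's choice. Adjusted over the list alone, 0 events passed. T-cell receptor signalling was not analysed here.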

Meanwhile, we performed KEGG analysis and found that interactions induced by paclitaxel were focused on MAPK signaling pathway, T-cell receptor signaling pathway and GPI-anchor biosynthesis (Fig. 3e). Collectively, these results suggested that the biological processes affected by paclitaxel are related to DNA damage, DNA repair, and cell cycle, which is consistent with functions of paclitaxel on microtubules.

### Alternative splicing switch induced by paclitaxel

We subsequently validated the splicing switch of six randomly chosen targets from the mRNA-seq results. 

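Of the 6 chosen targets, the exons of ECT2, ZMIZ2 and FMNL3 are skipped exons and were looked up in the sequencing data, and the splice site events of ELF2, DDIT3 and PLD2 were not analysed here. ECT2 is a guanine nucleotide exchange factor that activates RhoA at the cleavage furrow. Its exon 4 lies on the plus strand of chromosome 3 (hg38) from 172755483 to 172755575, is exon 4 of 25 in the MANE Select transcript ENST00000392692, and encodes residues 71 to 101 of 914. It has 93 nucleotides, a multiple of 3, and begins at codon phase 0. The exon numbers of the 3 genes were read in the MANE Select transcripts, since the sources used here name no transcript for them, and in other annotated transcripts the same number falls on other exons. Its sequence is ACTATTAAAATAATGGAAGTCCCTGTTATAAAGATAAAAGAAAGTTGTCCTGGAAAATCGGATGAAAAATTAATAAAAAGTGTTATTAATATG. The inclusion difference of this exon was -0.096, under the threshold of 0.15 in size, with a p-value of 0.457 and an FDR of 1 in the authors' deposited table. Upstream in the same gene, the 5′ untranslated exon of 323 nucleotides from 172752150 to 172752472 has 2 events with different upstream exons. The event whose upstream exon runs from 172750959 to 172751116 had the difference of -0.484 that passed the FDR, and the event whose upstream exon runs from 172750726 to 172750857 had a difference of -0.063 in the authors' deposited table.
ZMIZ2 is a coactivator with a MIZ-type zinc finger. Its exon 8 lies on the plus strand of chromosome 7 from 44760151 to 44760228, has 78 nucleotides and encodes residues 332 to 357 of 920. Its difference was -0.373, with a p-value of 5.3e-04 and an FDR of 0.624 in the authors' deposited table. In the expression values, the called transcript ENST00000433667, which contains this exon, went from 2.37 FPKM with DMSO to a listed 0 with paclitaxel, while ENST00000413916, which spans the region without it, rose from 1.69 to 6.53 FPKM. FMNL3 is a formin that nucleates and bundles actin. Its exon 6 lies on the minus strand of chromosome 12 from 49658442 to 49658594, has 153 nucleotides and encodes residues 151 to 202 of 1027. Its difference was -1, the largest size possible, with a p-value of 5.2e-05 and an FDR of 0.216 in the authors' deposited table. The 3 exons share 1 sign, and with 1 library per condition none of these differences has a replicate check. From the known roles of ECT2 in cytokinesis and tumor growth, the paper reasons that its splicing switch should be tested for a part in the cancer inhibition by paclitaxel.

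**Figure D3:**
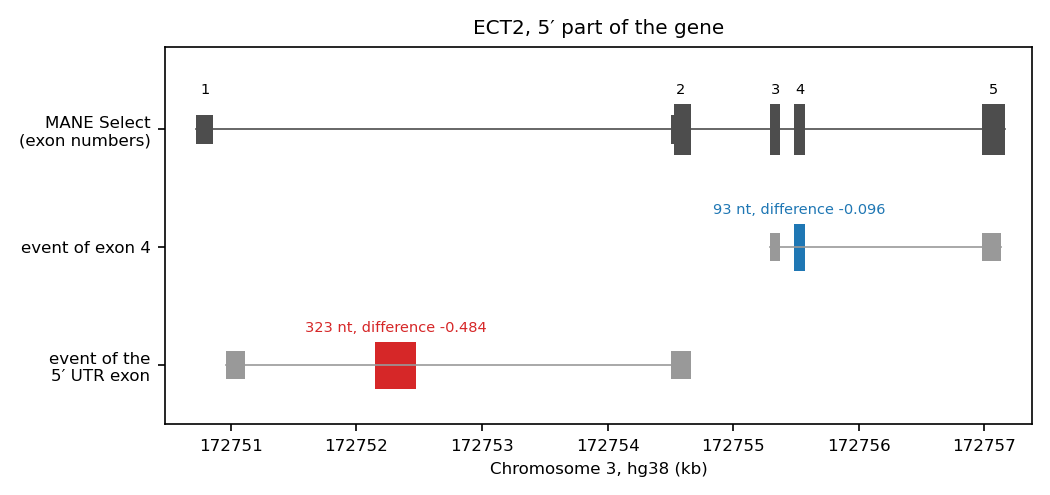
The 5′ part of ECT2 on chromosome 3 (hg38, position in kb), drawn to scale, with exons 1 to 5 of the MANE Select transcript in the top line and 2 skipped exon events below, each with its flanking exons in grey. Exon 4 (blue) had a difference of -0.096 and the 5′ untranslated exon (red) of -0.484 in the authors' deposited table.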

As expected, we demonstrated that exon 4 skipping of ECT2 (GEF epithelial cell transforming sequence 2) was significantly induced by paclitaxel. Similarly, the skipping of exon 8 of ZMIZ2 (zinc finger MIZ-type containing 2) and exon 6 of FMNL3 (formin-like 3) were also elevated after paclitaxel treatment (Fig. 4a and Supplementary Fig. 2). Meanwhile, we further verified that paclitaxel promoted the upstream 3′ ss usage of ELF2 (ETS transcription factor 2) and DDIT3 (DNA damage inducible transcript 3) (Fig. 4b and Supplementary Fig. 2), whereas paclitaxel inhibited the distal 5′ ss usage of PLD2 (phospholipase D2) (Fig. 4c). Among these genes, ECT2 regulates cytokinesis in non-transformed cells by acting RhoA^15, 16^. ECT2 is overexpressed in multiple cancers^17–19^. It is reported that ECT2 depletion impairs tumorigenic growth of NSCLC cell^20^. ZMIZ2 plays a role in regulating the activity of the Wnt/β-catenin signaling pathway^21^. FMNL3 is involved in regulation of cell morphology and cytoskeletal organization^22^. Thus, we next sought to investigate whether the splicing switch of ECT2 is indeed involved in the paclitaxel-mediated cancer inhibition.

**Fig. 4:**
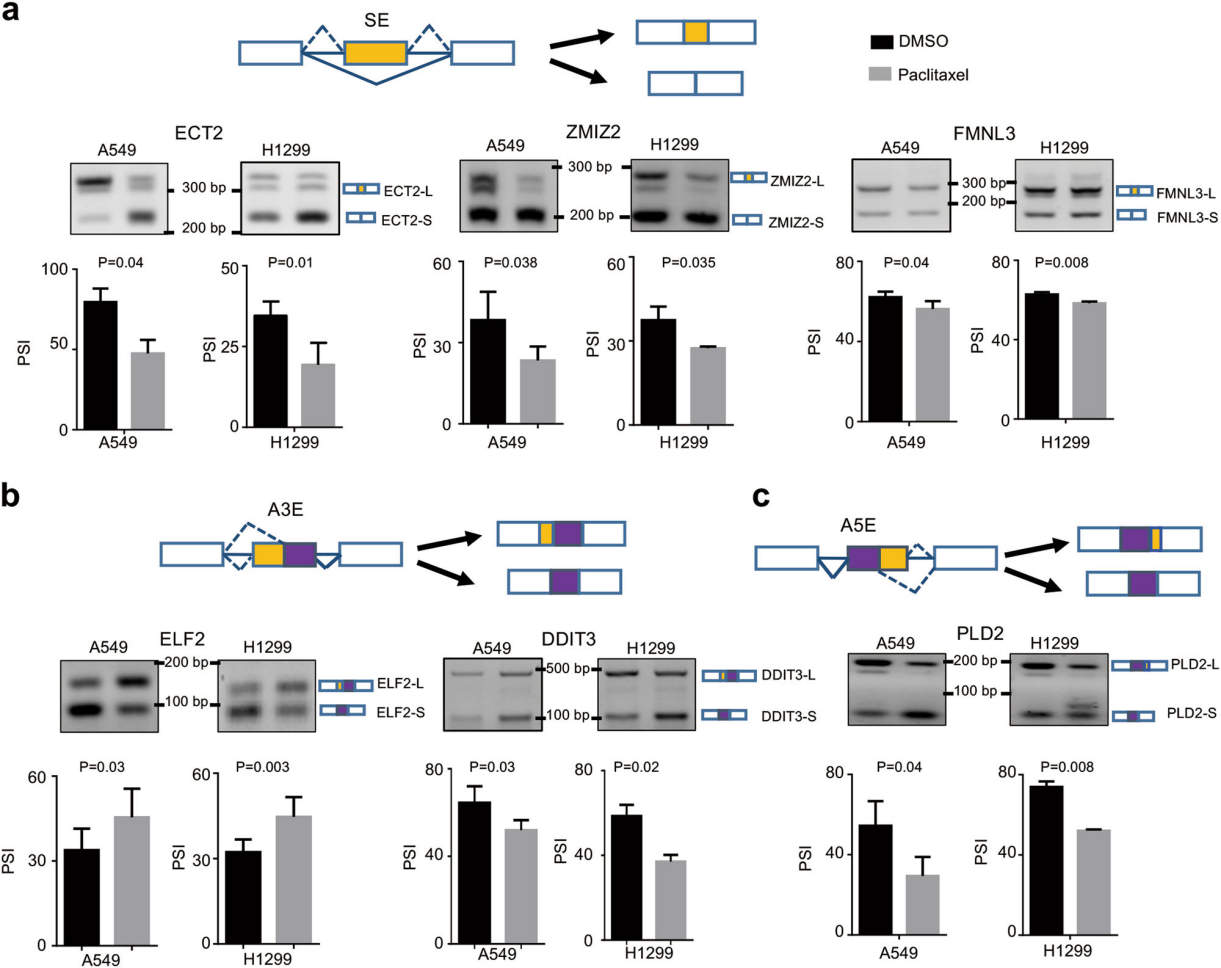
Alternative splicing switch induced by paclitaxel. **a** Exons skipping in ECT2, ZMIZ2, and FMNL3 were examined in A549 and H1299 cells upon treated with paclitaxel. **b** Alternative 3′ splice sites usage of ELF2 and DDIT3 were determined in A549 and H1299 cells when treated with paclitaxel. **c** Alternative 5′ splice sites usage of PLD2 were investigated in A549 and H1299 cells when treated with paclitaxel. Representative agarose gel figures of RT-PCR validations in A549 and H1299 cells were shown. The mean+/-SD of PSIs from three experiments were plotted, *p*-values were calculated by paired Student’s test

### ECT2 splicing switch participated in paclitaxel-induced lung cancer inhibition

We have demonstrated that paclitaxel induced the skipping of exon 4 of ECT2, which resulted in a frame shift in the BRCT domain of ECT2 (Fig. 4a). Importantly, ECT2 was reported to promote nucleotide exchange on Rho family members of small GTPase, known to regulate ribosomal RNA (rRNA) synthesis through a PKC-Ect-Rac1-NPM signaling axis that is required for lung tumorigenesis. Therefore, we aimed to determine the role of the short isoform of ECT2-S in cancer progression, especially in paclitaxel-mediated cancer suppression. To this end, we stably expressed two isoforms of ECT2, ECT2-L, or ECT2-S, in A549 and H1299 cells (Supplementary Fig. 3a, b). We treated cells with paclitaxel and found that ECT2-L was predominantly nucleus-localized, whereas ECT2-S was distributed in both cytoplasm and nucleus as examined by immunofluorescence (Supplementary Fig. 3c). Strikingly, we found cells expressing ECT2-S grew evidently slower than control and ECT2-L expressing cells as judged by RTCA and colony formation assays (Fig. 5a, b). These data suggested that ECT2-S, the short isoform, could inhibit cancer cell proliferation, which has the opposite function to the canonical full-length ECT2.

**Fig. 5:**
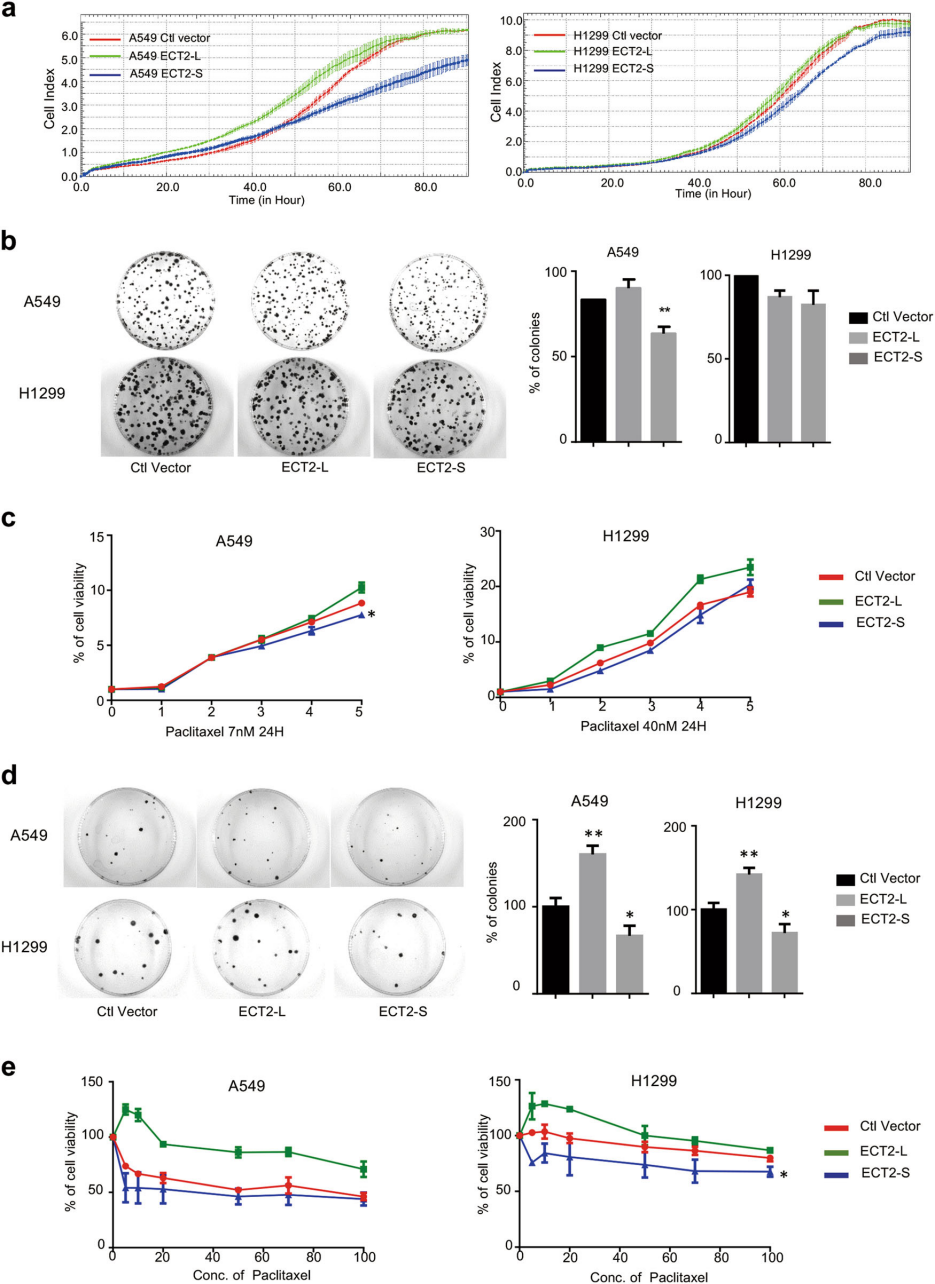
ECT2 splicing switch participated in paclitaxel-induced lung cancer inhibition. **a** Cell proliferation of A549 and H1299 cells stably expressing ECT2-L or ECT2-S were analyzed using RTCA assay. **b** The growth of A549 and H1299 cells stably expressing ECT2-L or ECT2-S were analyzed by colony formation assay. **c** A549 and H1299 cells stably expressing ECT2-L or ECT2-S were incubated with 7.22 nM or 40 nM paclitaxel for 24 h, respectively, and then the cell viability and growth were analyzed by CCK8 and colony formation assays (**d**). The mean+/-SD of relative colony numbers were plotted, with *p*-values calculated by Student’s test. **e** A549 and H1299 cells stably expressing ECT2-L or ECT2-S were treated with different concentrations of paclitaxel, and the cell viability was examined by CCK8 assay

Subsequently, we investigated whether ECT2-S can suppress cancer cell growth synergistically with paclitaxel. To this end, we treated cells stably expressing ECT2-L or ECT2-S with paclitaxel for 24 h respectively. We further applied the resulting cells to examine the cell viability by using the CCK8 and colony formation assays. As expected, A549 cells stably expressing ECT2-S could significantly inhibit cancer cell growth as compared to control cells, whereas cells expressing ECT2-L could promote cancer cell growth compared to control cells (Fig. 5c, d). Consistently, such results were also confirmed in another lung cancer cell line, H1299 (Fig. 5c, d). To further validate the synergistic effect of ECT2-S with paclitaxel, we treated cells stably expressing ECT2-S or ECT2-L with different concentrations of paclitaxel and examined the cell viability. The data demonstrated that the combined treatment of ECT2-S with paclitaxel could markedly inhibit cancer cell proliferation in both A549 and H1299 cells (Fig. 5e). Collectively, ECT2 splicing switch participated in paclitaxel-induced lung cancer inhibition.

### ECT2-S is reduced in cancer samples and negatively correlated to survival

To further determine the clinical significance of ECT2 splicing in patients, we tested the relative levels of two ECT2 isoforms in paired lung cancer samples and the adjacent normal tissues surgically obtained from six patients. As compared to the paired normal samples, the relative mRNA levels of ECT2-S were significantly reduced in five out of six tested primary NSCLC specimens (Fig. 6a, b), suggesting a common reduction of ECT2-S expression despite obvious heterogeneity in different tumor samples. Consistent with our results, analyses of RNA-seq datasets from the TCGA consortium demonstrated that ECT2-S levels were markedly decreased in lung adenocarcinoma, lung squamous carcinoma, and head and neck cancer (Fig. 6c).

**Fig. 6:**
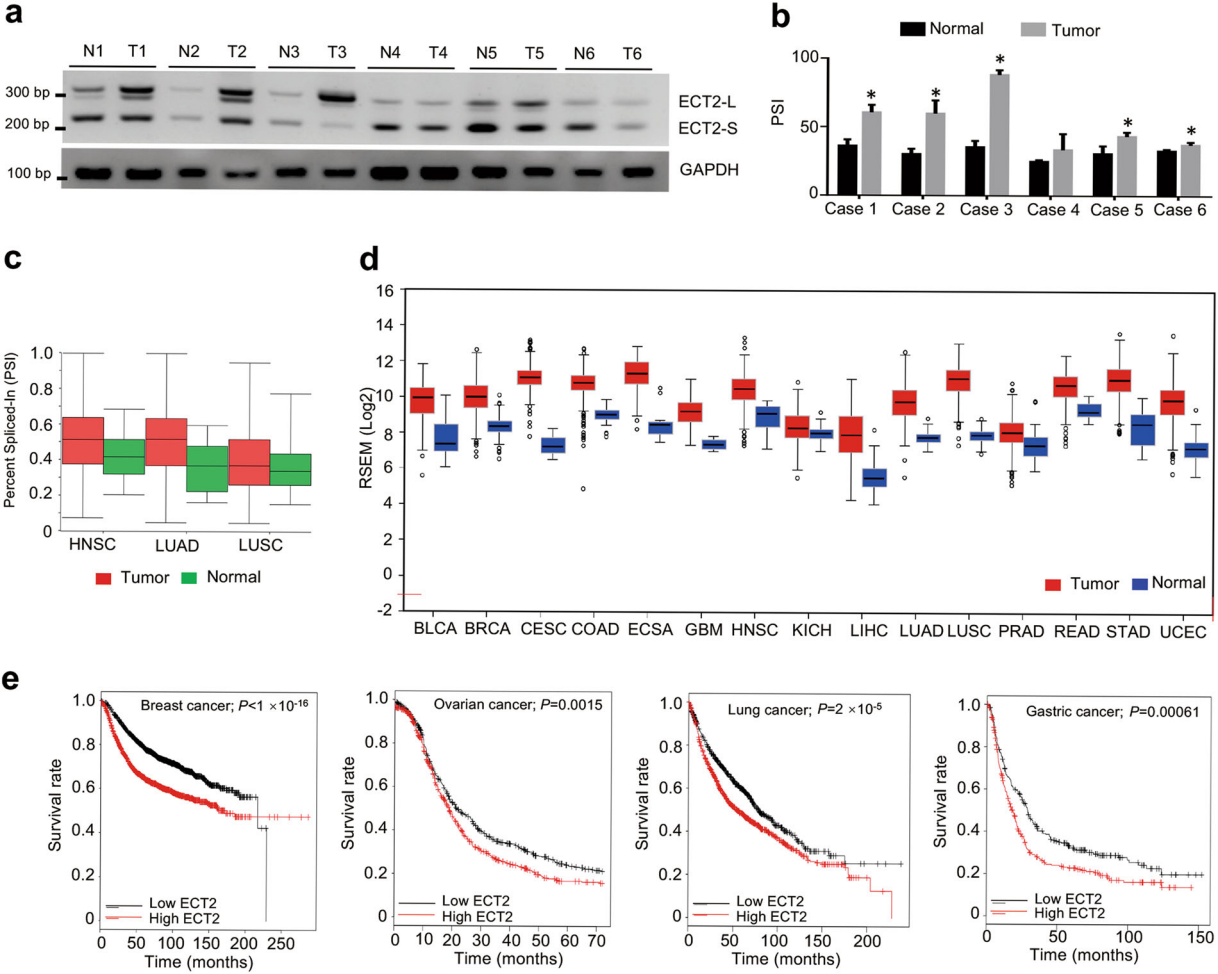
ECT2-S is reduced in cancer samples and ECT2 is negatively correlated to survival. **a** Total RNAs isolated from six paired NSCLC tumors and adjacent normal tissues were examined to measure the splicing of ECT2 by semi-quantitative RT-PCR. The mean+/- SD from three experiments was plotted. * indicated *p* < 0.05 (**b**). **c** The splicing change of ECT2 was assayed in multiple cancers by analyzing the TCGA consortium containing RNA-seq datasets from thousands of patients. **d** The expression levels of ECT2-L were analyzed in various large scale studies obtained from TCGA dataset. **e** Kaplan–Meier curve showing overall survival of patients with lung, breast, ovarian, and gastric cancers bearing high or low ECT2-L expression

Additionally, we also analyzed the expression level of ECT2-L in various large scale studies from TCGA, and found ECT2-L is evidently elevated in multiple cancers, including lung, breast, colon, renal, esophageal, liver cancer, and so on (Fig. 6d and Supplementary Fig. 4a–d).

Intriguingly, we applied Kaplan–Meier Plotter to analyze the overall survival of cancer patients with distinct ECT2-L levels using datasets from large scale screening. As expected, higher expression of ECT2-L was related to poor overall survival in patients with lung, breast, ovarian, and gastric cancer (Fig. 6e and Supplementary Fig. 4e). These data further proved that paclitaxel might suppress cancer progression through mediating ECT2 splicing.

## Discussion

Paclitaxel remains the first-line standard therapy regimen with platinum agent or singly in the second-line setting for advanced and metastatic NSCLC. Paclitaxel suppresses tumorigenesis primarily through interfering with mitotic spindle dynamics and triggering the mitotic checkpoint, thereby inducing an extended G2/M arrest. Thus, such cycle arrest can lead to cell death via the mitochondrial apoptotic pathway. Aberrant AS exerts control over major hallmarks of cancer, including apoptosis, epithelial-mesenchymal transition, and tumor proliferation and invasion. Moreover, numerous splicing variants of specific genes serve as molecular markers of cancer or directly mediate cancer pathogenesis^23–26^. Accumulating evidence suggests that different alternatively spliced transcripts were involved in response to clinical therapeutic drugs. In our model, we demonstrated that paclitaxel could inhibit cancer progression through regulating the AS of many cancer-related genes. Specifically, paclitaxel could switch the splicing of ECT2 from the canonical full-length isoform towards the short isoform ECT2-S, which in turn inhibit cancer cell proliferation. That is because normally the phosphorylation of ECT2 will activate Rho family GTPase to promote cancer progression. However, the skipping of exon 4 results in a disruption of the BRCT domain of ECT2, which offers a binding pocket for phosphorylated residues. Thus, the short isoform of ECT2 inhibits tumorigenesis specifically when treated with paclitaxel. Importantly, ECT2 has been shown to be involved in Wingless/Wnt signaling pathway, and controlling cleavage furrow formation during cytokinesis^27, 28^. Therefore, our results represent a novel mechanism for paclitaxel to suppress cancer progression through modulating AS of cancer-related genes.

In addition to ECT2 splicing, other splicing events might also contribute the suppression of tumorigenesis upon paclitaxel treatment. Using RNA-seq analysis, we also found that paclitaxel mediated some splicing events for several genes associated with DNA damage, transcription, DNA repair, and G2/M transition of mitotic cell cycle. For instance, paclitaxel controls splicing of FMNL3 and PLD2, which play critical roles in the regulation of cytoskeletal organization. These data suggest that paclitaxel regulates many splicing events critical to tumorigenesis, which might provide new therapeutic combinations to sensitize cancer cells to paclitaxel treatment.

## Materials and Methods

### Cell culture and treatment

Human lung cancer A549 and NCI-H1299 cell lines were obtained from the American Type Culture Collection (Manassas, VA, USA). Paclitaxel (S1150) was purchased from Sellect.cn. These cells were maintained in F12K Kaighn’s Modification and RPMI-1640 supplemented with 10% Fetal Bovine Serum (FBS) respectively. To stably overexpress ECT2-L/S in A549 and H1299 cells, we used lentiviral vectors. We transfected 293t cells with pCDH-3 × Flag-ECT2-L/S or pCDH-3 × Flag empty vectors according to the manufacture’s protocols. We collected the supernatant media containing virus by centrifugation to remove any cellular contaminant. Further, A549 and H1299 cells were infected with the viral particles, and the stably integrated cells were selected with 5 µg/ml puromycin for 5 days. Then cells were maintained in medium containing 2 µg/ml puromycin. All cells were maintained at 37 °C in a humidified incubator with 5% CO_2_. The expression of transgenes was confirmed by western bolts and RT-PCR before further analysis.

### Cell cycle and apoptosis analysis by flow cytometry

Cells were seeded in 60 mm-dish (160,000 cells/per dish) and allowed to grow overnight for 70% confluency. To analyze the cell cycle regulation induced by paclitaxel, A549 or H1299 cells were treated with paclitaxel, at the final concentration of 5, 10, 20 nM and 20, 50, 70 nM, respectively for 12 h. Cells were harvested and washed by PBS and then fixed with 75% cold ethanol overnight. Before analyzed by flow cytometry, we incubated the cells with RNase in 37 °C water for 30 min, stained with propidium iodide for 30 min on ice and in dark. Different cell populations were quantified based on DNA contents to discern cells with 2N (G1), S-phase, and 4N (G2/M), and fragment DNA (apoptotic cells). To illustrate apoptosis effects by paclitaxel, cells were treated for 24 h, then dissociated from culture plates using trypsin without EDTA. Cells were washed with PBS for two times and re-suspended in binding buffer and stained with Annexin V and propidium iodide prior to analysis using flow cytometry.

### RT-PCR and quantitative RT-PCR validation

We extracted total RNA from cells treated with or without paclitaxel using Trizol reagent (Invitrogen) according to the manufacturer’s instructions. Genome DNAs were removed by 30 min DNase I (Takara) treatment at 37 °C and then heat inactivation using 50 nM EDTA. Total RNA (2 µg) was then reverse-transcribed with PrimeScript RT reagent kit (Takara) with random primer, and 1 µl of the cDNA was used as the template for PCR amplification. RT-PCR products were separated on 3% gels. The amount of each splicing isoform was measured by comparison of the integrated optical density of detected bands using the GIS 1D Gel Image System (ver. 4.2; Tanon). The primers used for gene expression are shown in table. Real-time quantitative PCR was performed using Takara SYBR II kit on system according to the manufacturer’s instructions.

### Western blot

Cells were harvested with RIPA lysis buffer containing 1 mM Na_3_VO_4_, 1 mM Cocktail and 1 mM PMSF. Cell debris was removed by centrifugation. The protein samples (20 µg) were boiled of 5 min in 1 × SDS sample buffer and fractionated by 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred to nitrocellulose membrane. The following antibodies were used: Flag (Sigma), TUBULIN (T5168). Bound antibodies were visualized with the ECL kit (ncmbio).

### RNA-sequencing analysis

A549 cells were treated with paclitaxel 7.22 nM or DMSO for 72 h, and then total RNAs were extracted using Trizol. We used the Illumina TruSeq Total RNA Sample Prep kits to purify poly-adenylated RNA (not exceeding 2 µg) after RNase free DNase digested as per manufactures instruction. Cytoplasmic rRNA was removed by the Ribo-Zero Human. Prior to generation of cDNA library with bar coded ends the mRNA purified were further analyzed using Bio-analyzer (Agilent Technologies). The protocol employed to prepare RNA-seq libraries was based on the use of Illumina TruSeq Total RNA Sample Prep kits. The cluster generation and sequencing were carried out by standard procedures in HiSeq 2000 Illumina platform with pair-end 150 bp (PE 150) sequencing strategy.

The paired-end sequences were mapped to human genome (hg38) using MapSplice 2.0.1.6 (default parameters) to discover splicing junctions. Further analyzed the mapped reads with Cufflinks can calculate the level of gene expression. We analyzed the changes of splicing isoforms using MISO package with annotation of all known AS events, and the results filtered according to the percent-spliced in values.

We performed gene ontology analysis using DAVID GO analysis software to search for enriched pathways. The functional association of Paclitaxel-induced targets were resolved using protein interaction data from STRING database, and we investigated the generating functional interaction networks. The sub-network containing more than five nodes were demonstrated.

The RNA-seq dataset was deposited to the Gene Expression Omnibus with accession number

### Cytotoxicity assay and inhibitory concentration 50 measurement

Cell growth determination kit (MTT) was used to detect the IC50. Briefly, cells were separately seeded into 96-well plates (4000 cells/well) to culture overnight and then treated with paclitaxel at different concentrations (0, 5, 10, 20, 50, 70, 100 nM) in 100 µl culture medium. After 48 h culture, 10 µl MTT solution was added and incubated for 4 h at 37 °C. Spectrophotometrically measure absorbance at a wavelength of 570 nm was performed. Dose–response curves were plotted to determine half maximal IC50 of paclitaxel using the Graphpad Prism6.

### Colony formation assay

A549 and H1299 cells or stable expression ECT2-L/S cells treated without or with stepwise concentrations of paclitaxel 24 h were seeded in 60-mm dishes (300 cells per dish) and incubated at 37 °C, 5% CO_2_ in humidified incubator for 2 weeks (updated with fresh medium every 4 days). Each treatment was carried out in triplicate. Colonies were fixed with 4% paraformaldehyde and stained with crystal violet solution. Numbers of colonies was counted.

### Immunofluorescence staining

A549 and H1299 cells stably expression pCDH-ECT2-L/S were cultured on sterile glass cover slips, treated with 7.22 nM and 40 nM paclitaxel 12 h at 37 °C. Cells were washed briefly with PBS and then fixed 10 min with methanol. Blocking with 3% BSA in PBS for 20 min after PBS washing. Rinse sections in PBS-Tween 20 for 10 min. PBS wash and then incubated with primary antibody (Flag antibody) overnight at 4 ℃. Incubated with anti-Mouse secondary antibody. Counterstain with DAPI and then captured images with a fluorescent microscope.

### Real-time cell analysis by RTCA

The RTCA instrument was used to assess the cell viability, proliferation, and migration of A549, H1299, and stably expression ECT2-L/S cells or cells treated with different concentration of Paclitaxel for 24 h. Cells were digested with trypsin briefly, counted and then re-suspended in culture medium. Background measurements were taken from the wells by adding 50 µl of the same medium to the E-16 plates. Subsequently, cells were plated at a density of 2000/well with fresh medium to a final volume of 150 µl. Cells were incubated for 30 min at room temperature and then analyzed in the RTCA in 5% CO2 and 37 °C incubator. The impedance signals were recorded every 5 min until the end of the experiment (up to 100 h). The migration assay was also tested by using cell invasion and migration plates (CIM-plates). Cell index for real-time dynamic assessment and slope calculations for the migration assessments were calculated automatically by the RTCA Software Package 1.2 of the RTCA system.

### Statistical analysis

Differences between experimental groups were evaluated by one-way ANOVA or Student test using Graphpad Prism 6 software package to analyze colony formation, cell cycle, apoptosis, and splicing changes. Statistical significance was based on a *p*-value of 0.05.

## Electronic supplementary material

Supplemental figures and table

How the deposited data were processed for this re-analysis (not part of the article)

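A549 cells, a human lung adenocarcinoma line, were treated with DMSO or 7.22 nM paclitaxel for 72 h, and 1 library per condition (DMSO replicate 1 and paclitaxel replicate 1) was sequenced with paired-end reads of 150 bases. The sample labels and the paper give the same dose and time. With 1 library per condition no spread between replicates exists, so no test across replicates was made and no p-value was computed across genes.

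The authors mapped the reads to hg38 with MapSplice, as the paper's methods state, and the submitters' processing notes name CASAVA 1.8.2, TopHat and Cufflinks. The FPKM values of the deposited expression table were made by the authors with Cufflinks, per transcript. The log2 fold change in the deposited table is the authors' ratio of paclitaxel over DMSO, and it differs by at most 3.0e-05 from the log2 ratio recomputed here from the FPKM columns. The p-value and q-value of each transcript are the authors' own and compare the reads of 2 libraries. The deposited table holds 993 transcripts of 812 genes, its largest q-value is 0.0495 and its smallest finite log2 fold change is 1.52 in size, so transcripts that did not pass the authors' test were not analysed here. A value of 0 (32 transcripts in the paclitaxel library and 40 in the DMSO library) is given as listed at 0, with no fold. The FPKM values are estimates per transcript that keep no whole reads, so the depth of the libraries is unknown and no interval for counting error can be given. The annotation release behind the table is not given in the sources used here, and 948 of the 993 transcripts were found in GENCODE 44.

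The deposited table of skipped exons gives for each event the authors' inclusion difference (sample 1 minus sample 2, each level a fraction from 0 to 1), a p-value and an FDR. Its layout is that of MATS, whose version is not given in the sources used here, and the paper names MISO. Its 6 columns of values per library name sample 1 and sample 2 without tying them to a condition, so they were not used, and the direction of a difference is given only relative to exon 4 of ECT2. The number of reads behind each event is among these columns and was therefore not used either. The other kinds of splicing event were not analysed here.

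Genes were counted as differentially expressed at a fold change of at least 2 and an adjusted p under 0.05, and skipped exon events at an inclusion difference above 0.15, which are the thresholds the paper states. A gene with more than 1 called transcript (134 genes) was given the values of the transcript with the highest FPKM in either library. Gene lists were fixed before the data were examined: DNA replication, mitosis and cytokinesis, p53 targets, NF-κB and cytokine genes, interferon-stimulated genes, the integrated stress response, oxidative stress, polyamine, ferritin and SAT1-linked genes, apoptosis regulators, lysosome and autophagy, tubulins, drug transporters, epithelial-mesenchymal transition, splicing factors, DNA repair, the DNA damage checkpoint and response, GPI-anchor biosynthesis, MAPK signalling, histones, ribosomal proteins, markers of immune cells, of fibroblasts and endothelial cells and of lung epithelium, and the genes labelled in the figures of the paper. Some of the lists hold genes of those figures, so the counts were also made without them, a choice made after the data were seen. Such counts fall by construction, since the study chose those genes for their change, so their comparison with random lists is not used. Older gene symbols were matched through the gene tables of the reference. The number of higher genes of a list was set beside 10000 random lists of called genes from the same of 5 bins of mean FPKM, and the number of genes with a skipped exon event beside 10000 random lists of genes with as many events (12 or more events taken together). A match on read support as well, set before the data were examined, was not made, since the columns with reads were not used. These percentiles describe the libraries and are not p-values. An adjustment over the list alone was made for the skipped exon p-values and was not possible for expression, where the deposited table holds called transcripts only. The comparison with random lists was tested on simulated data for the skipped exon lists: of 200 lists of 50 genes drawn from 9939 genes, 96.5% of lists whose odds of an event were raised 3 times and 3.5% of unchanged lists lay at or above the 95th percentile. Wilson intervals at 95% cover the counting of events or genes only.

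The genes named in the text follow a rule fixed before the data were examined: every gene the paper names in its results or labels in Fig. 2b, 2c, 3d and 4, the 15 largest increases and the 15 largest decreases by log2(FPKM + 1) among called transcripts with at least 1 FPKM in the higher library, up to 4 members of every list with the largest change, the 20 skipped exon events with the largest difference among those with an FDR under 0.05 (6 events reached it), and every event of ECT2, ZMIZ2 and FMNL3. Other genes named as examples were chosen after their values were seen. Some genes that the rule covers are not reported here. Exon positions are those of hg38, and exon numbers (read in the MANE Select transcript for exons the paper names by number), coding phase and sequence come from GENCODE 44 and the genome sequence of that build.

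The alternatives tried were fold thresholds of 1.5 and 4, an adjusted p under 0.01, at least 1 FPKM in the higher or in both libraries, pseudocounts of 1 and 0.1, inclusion differences above 0.1 and 0.2, filters on the FDR or the p-value, distinct exons, 1 event per gene, the other event of the same exon, and counts without the globin transcripts or without genes labelled in the figures. All values were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the plots with matplotlib 3.10.9.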

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

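The tests of blood and erythroid transcripts given here were chosen only after the globin values were seen.

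Among the 15 largest increases are those of the following genes, which the paper does not name, with values in the paclitaxel library above those in the DMSO library. The hemoglobin transcripts HBA2, HBA1 and HBB had 188, 161 and 108 FPKM with paclitaxel. CXCL8, which encodes the chemokine IL-8, had 139 FPKM with paclitaxel and 5.89 FPKM with DMSO. The called transcript of CTSB, the lysosomal protease cathepsin B, had 40.6 FPKM against 1.89 FPKM. The small heat shock protein gene CRYAB had 27.1 FPKM against 2.14 FPKM, and the phosphatase gene DUSP14 16.5 FPKM against 1.13 FPKM. Single transcripts of CAST, the calpain inhibitor, and of the zinc finger gene ZFAND6 had 8.09 and 7.21 FPKM with paclitaxel and were listed at 0 with DMSO.

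Globins are the main product of red blood cells, and A549 is a line of lung epithelial origin. Against reads shared between near-identical globin copies as the cause of the increase, the longest exact match of HBB with HBA2 is 11 bases, under the 150 bases of a read, whereas HBA1 and HBA2 share a stretch of 480 bases. RNA from blood in the paclitaxel library stays open: of 28 other red cell, white cell and platelet transcripts, 1 was called higher, S100A9 with 0.123 FPKM and 5.85 FPKM, a gene that epithelial cells also express, and transcripts that were not called have no value here. An erythroid program switched on by paclitaxel stays open for the same reason, with 0 of 7 fetal globins and erythroid factors called higher, so that the 2 explanations cannot be told apart. Without the 3 globin transcripts, 809 genes were differentially expressed.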

How the results depend on the processing

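The counts with a p-value under 0.05 for the gene lists, the sign share and the overlap, the share at a p-value of at least 0.05, the counts of 551, 541 and 481, the counts by most abundant transcript and without globins, and the counts without figure genes were chosen after seeing the data, and the others before. No paired analysis was possible because each condition has 1 library. Of the results that answer a comparison, 50 values under alternatives set before and 16 under added ones stayed within 1.5 times the reported count or inside its interval, and the others follow. Of these 50 and 16 values, 4 and 12 show nothing about stability. The 4 are the counts at 1.5-fold, which could not move. The smallest finite log2 fold change in the authors' deposited table is 1.52 in size. The 12 are counts without 3 globin genes, counts without figure genes that stayed in range, and totals with 1 transcript per gene. They follow from the setting by construction. For single genes, exons and the remaining lists, 362 and 10 values stayed, and 44 and 20 values moved further. No direction of these values reversed under the alternatives run (0 values), but comparisons with random lists or sets were not among them. Some of those comparisons changed side when a p-value under 0.05 was added. MAPK signalling went from 24 against 32.7 to 8 against 4.46, and DNA repair from 34 against 32.4 to 2 against 4.60. Mitosis and cytokinesis went from 22 against 27.2 to 4 against 3.44, and splicing factors from 39 against 48.9 to 8 against 6.90. With a q-value under 0.01 in the authors' deposited table, 569 transcripts of 473 genes were called, 192 of the genes higher. With at least 1 FPKM in both libraries, 466 transcripts of 400 genes were called, 124 of the genes higher, with 9 NF-κB and cytokine genes and 14 DNA repair genes. Without the genes labelled in Fig. 2b and 2c, 42 mitosis genes and 36 histone genes were called, by construction. All 155 named transcripts with a finite fold kept their direction and at least a 2-fold change with a pseudocount of 1 or 0.1. Of skipped exon events above 0.15 in size, 550 passed a p-value under 0.05 in the authors' deposited table and 6 an FDR under 0.05, and 3866 were left with 1 event per gene. With the p-value under 0.05, 551 events were at least 0.15 in size, in 541 distinct exons counted above 0.15, and 481 genes had an event. The share with the sign of ECT2 exon 4 was 66.7% at an FDR under 0.05. At that FDR, 1 gene of mitosis and cytokinesis and 0 genes of the splicing factor, DNA repair, DNA damage, GPI-anchor and MAPK lists had an event. With a p-value under 0.05, these numbers were 4 for mitosis and cytokinesis, 8 for splicing factors, 2 for DNA repair, 8 for DNA damage, 2 for GPI-anchor biosynthesis and 8 for MAPK signalling. The differentially expressed share of genes with an event was 0% at an FDR under 0.05 (of 4 genes) and 7.07% at a p-value under 0.05. The other event of the ECT2 exon of 323 nucleotides had a difference of -0.063 in the authors' deposited table. Stricter thresholds keep fewer events by construction, and the cause of the other changes was not tested. Filters of 10 and 20 reads per library, alone or with the FDR, and inclusion from raw read counts were not run, since the columns with reads name no condition and were not used. A rescaling to ribosomal protein genes was not run, since only RPS19 (higher) and RPS24 (lower) were called. The depth was not known, so large differences that rest on few reads were not separated from others.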

Differences from the paper's values

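The counts of skipped exons with an added filter, other than those named as set before the data were examined, were chosen only after the values were seen.

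The paper reports 552 skipped exons with a PSI change above 0.15, and 6221 events of the authors' deposited table exceed that threshold. Of the alternatives set before the data were examined, a p-value under 0.05 in addition, which gives 550 events, lies within 1.5 times of the paper's count. Differences above 0.1 or 0.2, an FDR under 0.05, distinct exons and 1 event per gene do not. Of the settings added after seeing the values, a difference of at least 0.15 with a p-value under 0.05 gives 551 events, distinct exons with a p-value under 0.05 give 541 and genes with such an event 481. By the last setting the count is of genes, not events. Of the 31 genes labelled in Fig. 3d that have an event in the table, 26 have a lead event above 0.15 in size with a p-value under 0.05 in the authors' deposited table, so this filter drops the others. Exon 4 of ECT2, with a p-value of 0.457 in the authors' deposited table, is among neither the 6221 nor the 550 events.

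For the 3 exons tested by RT-PCR in A549 cells, the changes in Fig. 4a were read by eye as differences between bars, and the errors of that figure are SDs of 3 experiments. The exon numbers were read in the MANE Select transcripts, since the sources used here name no transcript for them, so the paper's values and those of the table need not belong to the same exons. Of 13 annotated transcripts of ECT2 with an exon 4, 2 have the exon of 93 nucleotides at that number and 3 each have one of 80 or of 183 nucleotides, for which the table holds 0 events. For ECT2 exon 4 the paper's change is about 32 percentage points in Fig. 4a, read by eye, and the difference in the authors' deposited table is 9.6 percentage points. For ZMIZ2 exon 8 the paper's change is about 14 percentage points in Fig. 4a, read by eye, and that in the authors' deposited table is 37.3 percentage points. For FMNL3 exon 6 the paper's change is about 6 percentage points in Fig. 4a, read by eye, and that in the authors' deposited table is 100 percentage points. None of the alternatives set before the data were examined gives another value for these exons, since each has 1 event in the table. The direction of the table's differences was not compared with the paper's, since the library behind sample 1 is not given in the sources used here.

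The paper counts 994 genes with changed expression, and the authors' deposited table holds 993 transcripts of 812 genes at the same thresholds, which lies within 1.5 times of the paper's count. The paper describes the skipping of ECT2 exon 4 as a frame shift in the BRCT domain. If exon 4 is that of the MANE Select transcript, it has 93 nucleotides, or 31 codons, and its skipping leaves the reading frame unchanged, and among the exons that are exon 4 in other transcripts, those of 90, 183 and 267 nucleotides are multiples of 3 in length and those of 77, 80, 137 and 155 nucleotides are not. The paper names HNRNPUL1 as an affected splicing factor, and it was not among the called transcripts analysed here, where 6 other splicing factor genes were called. Transcripts that were not called have no value here, so this absence does not count against the paper's statement. The paper lists DNA repair, GPI anchor preassembly and the G2/M transition among the groups enriched in splicing targets. These groups come from all its kinds of event and another gene annotation. By the lists used here, 28 of 52 genes of the DNA damage list had an event above 0.15 in size against 22.7 in matched random lists. Without the 6 genes of that list labelled in Fig. 3d or Fig. 4, which the study chose from these libraries, 22 of 46 had one. In the other lists, 34 of 78 DNA repair genes had one against 32.4, 10 of 22 GPI-anchor genes against 9.99, and 22 of 70 genes of mitosis and cytokinesis against 27.2. The paper names MAPK signalling as a pathway of its splicing targets, and 24 of 80 genes of the MAPK list had such an event against 32.7. Lists outside these groups, such as ribosomal protein and DNA replication genes, also lay under their random lists. The random lists were not matched on expression or read support, so these counts cannot decide for or against the paper's groups. With a p-value under 0.05 in the authors' deposited table as well, a filter chosen for the lists after the values were seen, the counts were 8 against 3.57 for DNA damage, 8 against 4.46 for MAPK signalling, 4 against 3.44 for mitosis and cytokinesis, 2 against 1.52 for GPI-anchor biosynthesis and 2 against 4.60 for DNA repair. Genes labelled in Fig. 3d or Fig. 4 make up 5 of the 8, 4 of the 8 and 1 of the 4 in the first 3 of these lists. The study chose them from these libraries, so these counts are not independent of that choice.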

Other observations

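Except for the count of 1 event per gene, the tests of explanations given here were chosen only after the result was seen.

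Inflammatory genes rose with paclitaxel. Of 39 NF-κB and cytokine genes, 17 were called in the authors' deposited table and all 17 rose, with a median log2 ratio of 3.29, against 7.32 higher genes on average in matched random lists. The cytokine IL6 rose from 0.226 to 8.02 FPKM, IL1A from 0.233 to 3.93 FPKM, the adhesion molecule ICAM1 from 0.365 to 3.58 FPKM, and the chemokines CXCL5 and CCL2 from 43.3 to 208 and from 45.7 to 176.5 FPKM. Of these genes, 5 are labelled in Fig. 2b or 2c, and the other 12 also rose. With at least 1 FPKM in both libraries, 9 of the 17 were called, and the median log2 ratio of the 17 with a pseudocount of 1 was 2.00. The paclitaxel library also held HBA2 at 188 FPKM and S100A9 at 5.85 FPKM, against 0.0566 and 0.123 FPKM with DMSO. RNA from blood in that library stays open, and its share in the rise of these 17 genes was not tested. Of 48 interferon-stimulated genes, 5 were called and rose, among them IFIT1 from 1.00 to 9.81 FPKM and TRIM22 from 0.148 to 3.33 FPKM. Of 39 lysosome and autophagy genes, 7 were called and rose, among them CTSD from 2.28 to 23.7 FPKM and GABARAPL1 from 11.4 to 44.1 FPKM. Of 31 oxidative stress genes, 5 rose, including TXNRD1 from 2.05 to 9.48 FPKM and GPX2 from 7.66 to 37.4 FPKM. Of 31 genes of the integrated stress response, 3 rose and SLC3A2, an amino acid transporter subunit, fell from 26.7 to 6.93 FPKM.

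Among 39 apoptosis regulators, FAS (4.47 to 17.0 FPKM), PMAIP1 and BIRC3 (9.16 to 28.8 FPKM) rose and BIRC5 fell. Of 26 genes of tubulin and its regulators, the targets of paclitaxel among them, TUBA1A rose from 55.8 to 178 FPKM. The called transcript of TUBA1B fell from 45.0 to 11.3 FPKM, and STMN1, which destabilizes microtubules, fell from 86.0 to 16.2 FPKM. Of 37 genes of epithelial-mesenchymal transition, 5 were called and rose, namely FN1 (5.08 to 26.7 FPKM), ACTA2 (6.23 to 34.5 FPKM), MMP2 (0.115 to 1.94 FPKM), SPARC (0.0275 to 3.10 FPKM) and the epithelial keratin KRT19 (22.9 to 107 FPKM). Of 11 polyamine, ferritin and SAT1-linked genes, SAT1 was the 1 called. Of 101 MAPK genes, the called transcript of MAP2K2 rose from 4.02 to 27.5 FPKM and that of MAP3K4 went from 1.41 FPKM to a listed 0. Of the ribosomal protein genes, 1 transcript of RPS19 rose from 47.3 to 254 FPKM and 1 of RPS24 fell from 28.6 to 3.32 FPKM. At a q-value under 0.01 in the authors' deposited table, 4 lysosome and autophagy genes, 3 interferon-stimulated genes, 2 apoptosis regulators and 1 gene each of the integrated stress response, tubulin, MAPK and ribosomal protein lists were called. With at least 1 FPKM in both libraries, 3 genes of epithelial-mesenchymal transition and 1 MAPK gene were called. None of 16 drug transporter genes, 30 GPI-anchor genes, 15 immune cell markers, 15 fibroblast and endothelial markers and 18 markers of lung epithelium was among the called transcripts (0 in each list).

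In 11 genes, 1 transcript was called higher and another lower. For INTS7, a subunit of the Integrator complex, ENST00000366993 rose from 0.0546 to 3.36 FPKM and ENST00000366992 fell from 7.61 to 1.87 FPKM. For MTHFD1L, a mitochondrial enzyme of folate metabolism, ENST00000618312 rose from 0.238 to 7.34 FPKM and ENST00000611279 fell from 14.2 to 3.06 FPKM. The others were AGPAT3, CPM, FOXJ3, KCNAB2, PPP2R4, RAD54B, RCC1, ZMIZ2 and ZNF655.

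Skipped exon events in the lists not described at a claim were as follows, each with the mean of matched random lists. The match did not cover expression or read support, so counts under that mean are not evidence of fewer events in a list. Splicing factors had an event above 0.15 in size in 39 of 114 genes against 48.9. With a p-value under 0.05 in the authors' deposited table as well, 8 genes were left against 6.90. These were HNRNPD, SNRNP70, ACIN1, LUC7L, CLK4, SRSF11, HNRNPC and RBM39. When the p-values were adjusted over the 520 events of the list alone, 4 events passed, and these need not exceed 0.15 in size. Ribosomal protein genes had an event above 0.15 in size in 10 of 70 genes against 26.3. DNA replication genes had one in 7 of 40 against 14.2 and p53 target genes in 8 of 37 against 15.2. Genes of epithelial-mesenchymal transition had one in 3 of 21 against 8.78. Integrated stress response genes had one in 3 of 18 against 7.66, oxidative stress genes in 9 of 29 against 13.9, NF-κB and cytokine genes in 3 of 18 against 6.53, and apoptosis regulators in 8 of 30 against 11.5. Lysosome and autophagy genes had one in 12 of 32 against 14.2, interferon-stimulated genes in 5 of 17 against 6.00, tubulin genes in 4 of 13 against 5.28, drug transporters in 4 of 10 against 4.62, and polyamine, ferritin and SAT1-linked genes in 1 of 10 against 3.70. Of the cell type lists, 1 of 1 immune gene and 1 of 2 lung genes had one, and no histone, fibroblast or endothelial gene was in the table (0 genes each). At an FDR under 0.05 in the authors' deposited table, 1 ribosomal protein gene and 0 genes of each of the other lists named here were left.

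Replication-dependent histone transcripts had very high values in the DMSO library, where 58 of the 993 called transcripts held 78.7% of the summed FPKM of called transcripts, against 28.2% in the paclitaxel library. Against FPKM raised by short transcript length alone, 50 other transcripts called lower, in the middle 90% of the histone lengths, had a median of 19.9 FPKM in the DMSO library and the histone transcripts 688 FPKM. Libraries made from rRNA-depleted RNA without poly(A) selection, which would hold the histone mRNAs that lack a poly(A) tail, stay open, since the paper names both preparations and 0 called transcripts came from non-coding genes, which decides nothing in a table of called transcripts. Different shares of cells in S phase behind the 2 libraries stay open as well and were not tested.

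Skipped exon events more often shared the sign of ECT2 exon 4. Against several events per exon or gene counted repeatedly, the share was 59.1% with 1 event per gene. A shift across all events, whether or not the deposited test calls them, stays open: among events with a p-value of at least 0.05 in the authors' deposited table the share was 58.9%, inside the 95% interval of 54.6% to 62.8% among events with a p-value under 0.05. With 1 library per condition, a difference between the libraries and an effect of paclitaxel cannot be separated, and no biological explanation was tested.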
